A study of Homo sapiens with 16 samples. Its data were reported in "Targeting the mSWI/SNF complex in POU2F-POU2AF transcription factor-driven malignancies" (2024).

How the data were processed

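Gene expression was measured by RNA sequencing in 16 libraries from 4 human cell lines, each treated with the degrader AU-15330 or with DMSO, with 2 libraries per line and arm. According to the submitters' notes and the methods of the study, the authors trimmed adapters, pseudoaligned paired reads to the GRCh38 (hg38) transcriptome with kallisto and used edgeR and limma for differential expression. MM1.S libraries were made by ribosomal RNA depletion and those of the other 3 lines by poly(A) selection, so levels were not compared between lines and each effect was taken within a line. The annotation release and the rule for summing transcripts to genes were not given in the sources used here.

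The deposited table held 35606 genes, of which 8463 were at 0 in every library. Its name calls the values CPM, but the totals of the 16 libraries ranged from 0.829 to 1.19 M (M, 1e+06) with a geometric mean of 1.0 M, as trimmed-mean scaling over all libraries gives. The unit was therefore treated as a signal that the authors had scaled to an effective library size, a reading inferred from the totals and not stated. These values are called scaled values below. Between 74.5% and 79.4% of the low values (up to 20 steps) were whole multiples of 1 step per library within 0.1 of a step, and the rest were fractional, as with estimated counts from kallisto. Whole reads were thus not recovered and no count model was used, which differs from the CPM of sequenced reads assumed at the start. Dividing the total of each library by its step gave depth estimates of 12.0 to 43.0 M reads per library. That depth limits the genes near the filter most, since their values rest on few reads.

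Gene identifiers were matched to the GENCODE release 44 annotation of GRCh38. Of the identifiers, 35444 matched and 162 did not, and 27 symbols that a spreadsheet had turned into dates were replaced by identifier. Coordinates are those of this annotation and count from 1. Histones, ribosomal proteins, TUBB2B and DGCR6 have near-identical copies between which pseudoalignment can split reads, so their single-gene values are uncertain.

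Each line was fitted alone with limma 3.58.1 in R 4.3.3 (limma-trend, two-sided) on log2(value + 0.5). A gene was tested in a line where its mean over the 4 libraries was at least 1, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Log2 fold changes are on the log2(value + 0.5) scale, which understates the change of low genes, and fold values are taken from them. Differences between lines were tested as contrasts of the AU-15330 effects in one fit of the lines concerned, for genes that passed the filter in each. Overlaps of called genes were tested with Fisher's exact test, and Spearman correlations were computed across genes, which are not independent replicates. Each line has its own DMSO libraries, so no controls were shared.

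The 21 gene lists were tuft cell identity with reported POU2F3-complex targets, mSWI/SNF subunits, plasma cell identity and secretion, genes linked to IRF4 in myeloma, neuroendocrine markers, MYC-responsive genes (mostly nucleolar or of ribosome biogenesis), S and G2/M phase genes, interferon-stimulated genes, cholesterol synthesis and uptake, unfolded protein response, p53 targets, apoptosis regulators, NF-kB targets, MHC class II, cytosolic ribosomal proteins, transcripts of the mitochondrial genome, replication-dependent histones, AP-1 and immediate early genes, YAP targets with adhesion and matrix genes, neuronal and germline genes, and glycolysis with the hypoxia response. They held 522 genes, of which 521 were in the table. Lists with at least 5 tested genes were tested with camera at the preset correlation between genes of 0.01, adjusted over all lists and lines. The same test was run on the differences between lines, adjusted within each difference.

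The lists, the tests, the filter, the pseudocount and the rule for named genes were fixed before the data were examined. The rule took the study's genes (mSWI/SNF targets of the degrader, POU2F and POU2AF genes, MYC, IRF4 and lineage genes), the 5 highest and 5 lowest called genes per line with a mean of at least 10, up to 4 members per list with the smallest adjusted p, the 3 highest and 3 lowest genes per difference, and the 3 highest and 3 lowest genes called alike in all 4 lines. Exceptions are named as such where they appear. Single-gene results of some members of the cholesterol list are not reported here.

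The alternatives chosen before the data were examined were pseudocounts of 0.1 and 1, a filter at a mean of 5 and no filter, median-ratio rescaling, quantile normalization, one fit of all 16 libraries, no variance trend, a replicate block, leaving out each library in turn, a minimum change of 2-fold, camera with an estimated correlation, fry, and pre-ranked fgsea 1.28.0. Total-count scaling, limma-voom on estimated counts rebuilt from the steps, camera with a correlation estimated in one fit of all 16 libraries, the list tests on the differences, pairs of scalings for the myeloma lines and the expected sharing that keeps the overlap within each disease were added after the data had been seen. A count test on recovered reads, also chosen at the start, was not run because whole reads were not recovered.

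The fits were tested on simulated data with 200 changed genes. In NCI-H929, 91.0% of simulated 2-fold changes were recovered among 13127 genes, and in NCI-H1048 99.0% among 13703. Among the limma-trend fits within a line without a block, the lowest recovery of 1.5-fold changes was 81.8%, in MM1.S with 13868 genes, and the highest share of false calls 5.13%, in NCI-H526 with 13672 genes. The difference between NCI-H929 and MM1.S, with 12140 genes, recovered least, 87.9% of 2-fold and 71.0% of 1.5-fold changes. The simulations changed far fewer genes than were called in the data (4808 to 10253 per line), so these rates may not carry over. Figures were drawn with matplotlib 3.10.9.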

Results

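RNA was sequenced from 4 human cell lines after AU-15330, a degrader of SMARCA2, SMARCA4 and PBRM1, or DMSO, with 2 libraries per line and arm (16 in all). NCI-H526 and NCI-H1048 are small cell lung cancer lines of the POU2F3 subtype (SCLC-P), and NCI-H929 and MM1.S are multiple myeloma lines. The sample titles give 24 h of treatment, while other parts of the submitters' description give other times. The study's figure legends also differ among themselves on the time for the SCLC-P lines, so the duration is not certain. Estimated depth was 31.5 to 43.0 M reads per library in NCI-H526, 33.3 to 39.2 in NCI-H1048, 12.0 to 14 in NCI-H929 and 16.8 to 32.4 in MM1.S. Values are the deposited scaled values (mean ± SD, n = 2), and changes are log2 fold changes of AU-15330 against DMSO (± standard error). Nothing in the labels says that replicates were separate cultures, although the study's legends call them biological, so p-values measure the spread between these libraries.

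**Figure D1:**
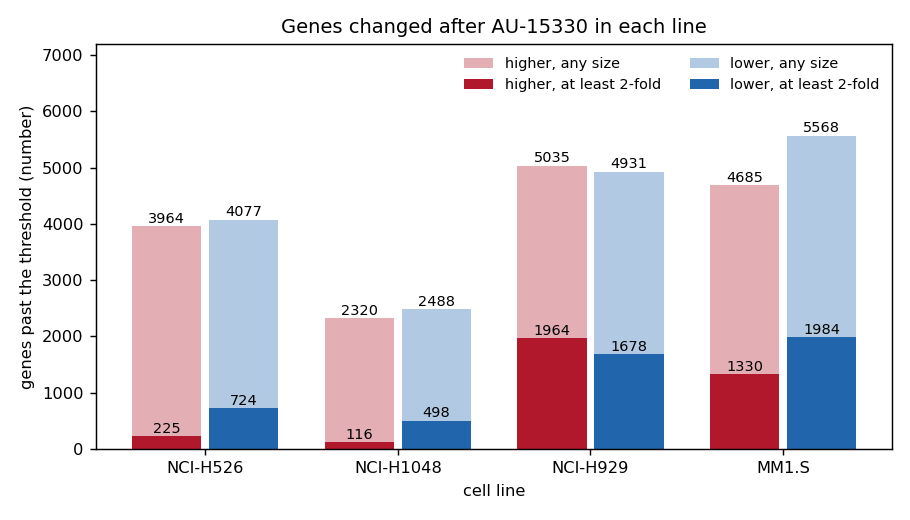
Genes called higher or lower after AU-15330 in each line (limma-trend, adjusted p under 0.05, n = 2 per arm), with those changed at least 2-fold in the darker part. In NCI-H929, 9966 of 13115 tested genes were called, and in NCI-H1048, 4808 of 13691.

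In NCI-H526, transcripts of the tuft cell lineage factor POU2F3 and of its coactivator POU2AF2 fell most among the transcription factors studied. POU2F3 (chromosome 11, 120236640 to 120319945) went from 1284 ± 4.75 to 244.8 ± 3.59, a log2 fold change of -2.39 ± 0.04 (adjusted p = 1.6e-10, 5.23-fold lower). POU2AF2 (chromosome 11, 111245725 to 111286401) went from 190.2 ± 1.18 to 18.97 ± 0.528, a change of -3.29 ± 0.05 (adjusted p = 6.0e-11, 9.80-fold lower). The neighbouring coactivator gene POU2AF3 (111298546 to 111308735) was low in this line and fell from 10.16 to 5.33 (-0.87 ± 0.10, adjusted p = 5.9e-05), and POU2AF1 (111352255 to 111455630) fell from 4.39 to 2.67 (-0.62, adjusted p = 0.0049), a call that ended without DMSO replicate 1 (-0.45). Of the tuft cell markers, the prostaglandin synthase PTGS1 (-3.24), the taste channel TRPM5 (-2.67), the basic helix-loop-helix factor ASCL2 (-1.90), the actin regulator AVIL (-0.97) and the kinase DCLK1 (-0.55) fell, whereas the repressor GFI1B rose from 86.95 to 128.3 (0.56, adjusted p = 3.4e-06). SOX9 (-0.80) and the proto-oncogene MYCN (1640 to 1257, -0.38, adjusted p = 1.4e-04) fell. Among the degrader's own targets, SMARCA2 rose slightly (0.16, adjusted p = 0.0086) and SMARCA4 (-0.22, adjusted p = 8.0e-04) and PBRM1 (-0.21, adjusted p = 0.0010) fell slightly at the transcript level. SMARCA2 lost its call without DMSO replicate 1 and without the variance trend, and SMARCA4 in one fit of all 16 libraries. POU2F1 (-0.09, adjusted p = 0.095, but 2.2e-04 without treated replicate 1) and POU2F2 (-0.08, adjusted p = 0.69) did not pass, and MYC (0.537 in DMSO) and IRF4 (0.195) were too low to test.

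The tuft cell list had 29 tested genes in NCI-H526, of which 2 rose and 27 fell (the same counts adjusted over the list alone). Its median log2 fold change was -1.27 (camera adjusted p = 8.4e-14, adjusted p = 0.50 with an estimated correlation), and with a correlation estimated over all 16 libraries, added later, the adjusted p was 0.0023. The correlation estimated for this list in the line alone was -0.013, below the preset 0.01, and the call was lost all the same. SH2D6 (-2.53) and the phospholipid-binding ANXA1 (-2.40) were among the members with the smallest p-values. The list holds targets that the study reported for POU2F3 in such samples, so it is not independent evidence of its direction. Neuroendocrine markers fell as a list, with 2 higher, 11 lower and 1 not passing of 14 (the same adjusted over the list alone), a median of -0.57 (adjusted p = 0.0074, adjusted p = 0.62 with an estimated correlation). The adhesion molecule NCAM1 (-0.61), the hydrolase UCHL1 (-0.62) and the granin CHGA (-0.78) fell, while the granin CHGB rose (0.57). Of 19 interferon-stimulated genes, 0 rose, 12 fell and 7 did not pass (the same adjusted over the list alone), with a median of -0.43 (adjusted p = 0.0049, adjusted p = 0.62 with an estimated correlation). The RNA sensor RIGI (-1.10), OAS1 (-2.38), IRF1 (-1.94) and IFIT3 (-1.95) fell. Glycolysis and hypoxia genes had 2 higher, 17 lower and 5 not passing of 24 (the same adjusted over the list alone), with a median of -0.34 (adjusted p = 6.1e-04, adjusted p = 0.63 with an estimated correlation), for example the glucose transporter SLC2A1 (-0.79), PFKP (-0.60) and HK1 (-0.58). Ribosomal protein genes were higher as a list, with 19 higher, 0 lower and 16 not passing of 35 (17 and 0 adjusted over the list alone), a median of 0.14 (adjusted p = 0.0042, adjusted p = 0.84 with an estimated correlation). RPL7A (0.28), RPL5 (0.27) and RPL7 (0.40) rose. That call ended without either DMSO replicate (adjusted p = 0.084 and 0.081) and with fry (0.28), and those of the neuroendocrine (0.16) and glycolysis lists (0.21) with fgsea.

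The other lists of NCI-H526 did not pass as lists. Higher and lower members were 10 and 9 of 27 mSWI/SNF subunits (11 and 9 adjusted over the list alone; median 0.01, adjusted p = 0.67), with the GBAF subunit BICRAL (1.34), the PBAF subunit ARID2 (0.84) and ARID1B (0.58) higher. For plasma cell genes they were 2 and 7 of 15 (median -0.28, adjusted p = 0.10), with the potassium channel KCNN3 (-3.58) lower and the kinase PIM2 (1.56) higher, and for IRF4-linked genes 2 and 3 of 6 (-0.07, adjusted p = 0.95). MYC-responsive genes had 12 and 3 of 30 (0.10, adjusted p = 0.091), S and G2/M genes 7 and 12 of 32 (-0.04, adjusted p = 0.67), cholesterol genes 12 and 6 of 24 (0.12, adjusted p = 0.28) and unfolded protein response genes 3 and 11 of 24 (-0.17, adjusted p = 0.068). The p53 targets had 6 and 7 of 23 (-0.01, adjusted p = 0.81), apoptosis regulators 7 and 8 of 22 (8 and 8 adjusted over the list alone; -0.02, adjusted p = 0.67) and mitochondrial transcripts 0 and 5 of 13 (-0.09, adjusted p = 0.22). AP-1 and immediate early genes had 5 and 8 of 21 (5 and 9 adjusted over the list alone; -0.18, adjusted p = 0.53) and neuronal and germline genes 2 and 3 of 9 (-0.12, adjusted p = 0.67). NF-kB targets had 4 and 2 of 11 (4 and 3 adjusted over the list alone) and histones 3 and 3 of 19 (2 and 2 adjusted over the list alone). In both, the median (-0.04 and -0.05) and the mean (-0.06 and -0.00) were below 0 while the test pointed up (adjusted p = 0.96 and 0.95). YAP and matrix genes had 2 and 8 of 13 (2 and 9 adjusted over the list alone, adjusted p = 0.10), with a median of -0.22 and a mean of 0.00, and thrombospondin THBS1 rose by 4.25. The MYC-responsive genes passed as higher with total-count scaling (adjusted p = 0.033) and without treated replicate 1 (0.042). The unfolded protein response passed as lower with total-count scaling (0.042) and without treated replicate 2 (0.012), and mitochondrial transcripts without treated replicate 2 (0.026). With fry, which asks whether a list changed at all and not whether it changed more than other genes, the plasma cell (0.0041), AP-1 (0.020), YAP (0.017) and NF-kB (0.047) lists also passed as lower. Where no second count is given, the counts adjusted over the list alone were the same. MHC class II had fewer than 5 tested genes, of which the invariant chain CD74 fell (-0.80).

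Among called genes with a mean of at least 10, the limit for all such rankings here, the lowest in NCI-H526 were the nuclear GTPase NUGGC (251.4 to 9.91, -4.60, 24.2-fold lower), the mucin MUC13 (-4.44), the ion transporter SLC26A9 (-4.34), the scaffold TAMALIN (-4.04) and the adaptor SH2D7 (-3.84). The highest were THBS1 (2.76 to 61.4, 4.25), the protocadherin PCDH9 (2.76), DGCR6 (2.65), the glycosyltransferase GALNT10 (2.55) and the phosphatase PTPN14 (2.26). PCDH9 was unequal between the treated replicates (27.4 and 66.4). Of 13685 genes tested, 3964 were higher and 4077 lower (58.8%), and 225 and 724 of them changed at least 2-fold (76.3% lower). With quantile normalization the lower share of the 2-fold changes was 66.3% (307 higher, 604 lower). Among all calls, 4710 were then higher and 3547 lower, and with total-count scaling 4823 and 3639 were.

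**Figure D2:**
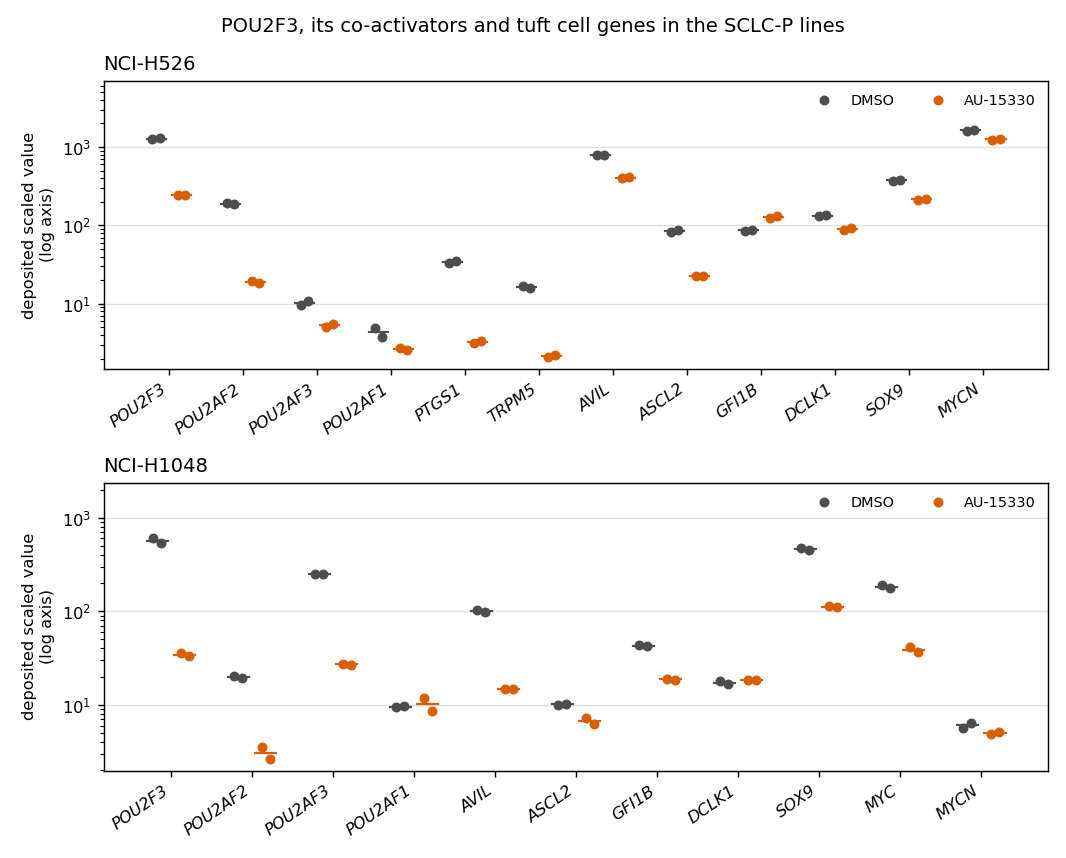
Levels of the study's genes in the SCLC-P lines after DMSO and AU-15330 (points, libraries; bars, means of n = 2; deposited scaled values on a log axis). POU2F3 went from 1284 to 244.8 in NCI-H526 and from 567.1 to 34.33 in NCI-H1048.

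In NCI-H1048, POU2F3 and its coactivators POU2AF2 and POU2AF3 also fell, and the proto-oncogene MYC fell with them. POU2F3 went from 567.1 ± 46.6 to 34.33 ± 1.69 (-4.02 ± 0.10, adjusted p = 4.2e-16, 16.3-fold lower). POU2AF3, the more abundant coactivator here, went from 252.3 to 27.1 (-3.19 ± 0.10, adjusted p = 4.2e-15, 9.15-fold lower), and POU2AF2 from 19.7 to 3.09 (-2.51 ± 0.15, adjusted p = 1.3e-10, 5.69-fold lower). MYC (chromosome 8, 127735434 to 127742951) went from 182.9 to 38.8 (-2.22 ± 0.10, adjusted p = 2.5e-12, 4.67-fold lower). The actin regulator AVIL (-2.73), the progenitor factor SOX9 (464.1 to 111.5, -2.05), GFI1B (-1.18, adjusted p = 4.7e-08) and ASCL2 (-0.54, adjusted p = 0.0047) fell. The ASCL2 call ended without either DMSO replicate and without the filter. POU2AF1 (0.06, adjusted p = 0.78), DCLK1 (0.10, adjusted p = 0.54), MYCN (-0.25, adjusted p = 0.22), POU2F1 (-0.20, adjusted p = 0.13) and IRF4 (-0.49, adjusted p = 0.11) did not pass, nor did SMARCA2 (-0.02, adjusted p = 0.91), SMARCA4 (-0.04, adjusted p = 0.76) or PBRM1 (-0.27, adjusted p = 0.051). PBRM1 passed as lower without treated replicate 2 (-0.42, adjusted p = 1.1e-05), with a filter at 5 (adjusted p = 0.044), quantile normalization (0.036), one fit of all 16 libraries (0.012) and total-count scaling (0.042). POU2F1 passed as lower without treated replicate 2 (-0.31) and in one fit of all libraries, and IRF4 in that fit and without the variance trend. PTGS1 (0.808 in DMSO), TRPM5 and POU2F2 were below the filter.

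**Figure D3:**
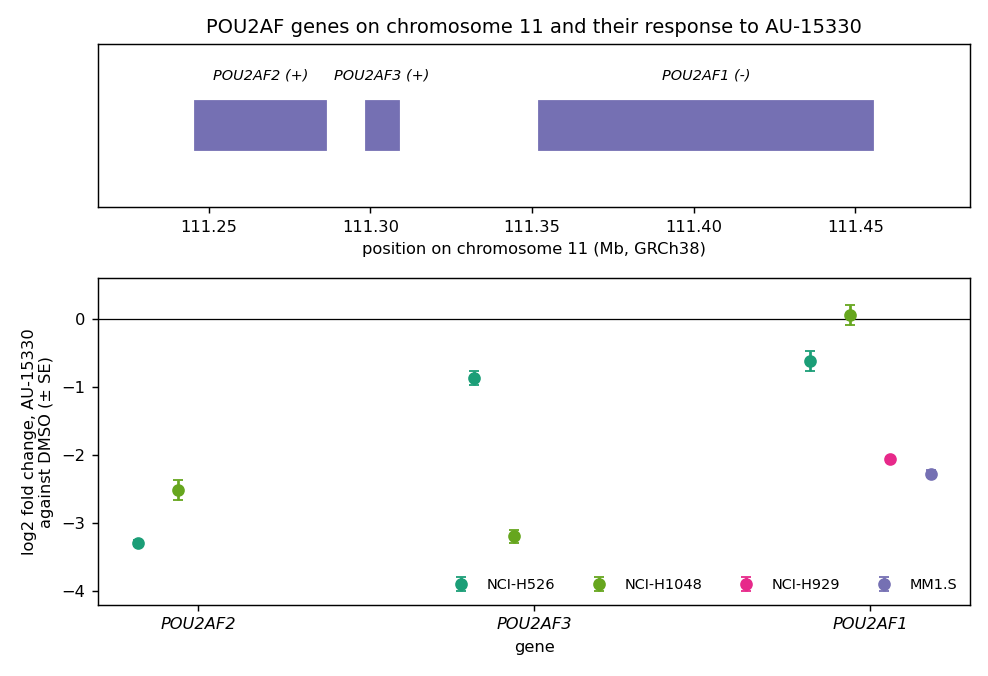
POU2AF2, POU2AF3 and POU2AF1 on chromosome 11 (GRCh38, from 111245725 to 111455630) with their log2 fold changes in each line where tested (error bars, standard errors; n = 2 per arm). POU2AF2 changed by -3.29 in NCI-H526, POU2AF3 by -3.19 in NCI-H1048, and POU2AF1 by -2.06 in NCI-H929 and -2.27 in MM1.S.

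Of 25 tested tuft cell genes in NCI-H1048, 0 rose, 23 fell and 2 did not pass (1 and 23 adjusted over the list alone), with a median of -1.66 (adjusted p = 5.9e-20, adjusted p = 0.50 with an estimated correlation, 0.0023 with the one estimated over all 16 libraries). The regulator of G protein signalling RGS13 (-2.92) was among them, and the limit on this list given for NCI-H526 holds here too. MYC-responsive genes had 0 higher, 19 lower and 11 not passing of 30 (0 and 20 adjusted over the list alone), with a median of -0.44 (adjusted p = 6.7e-07, adjusted p = 0.62 with an estimated correlation), including the pseudouridine synthase PUS7 (-1.08), NOLC1 (-0.85) and GNL3 (-0.83). S and G2/M genes had 16 higher, 0 lower and 16 not passing of 32 (17 and 0 adjusted over the list alone), with a median of 0.25 (adjusted p = 1.4e-04, adjusted p = 0.62 with an estimated correlation). The mitotic genes BIRC5 (0.55), BUB1 (0.54), UBE2C (0.53) and AURKA (0.53) rose. Cholesterol genes had 17 higher, 1 lower and 6 not passing of 24 (19 and 1 adjusted over the list alone), with a median of 0.41 (adjusted p = 1.2e-06, adjusted p = 0.62 with an estimated correlation). The enzymes MVK (1.06), MVD (1.01) and FDPS (0.72) rose. AP-1 and immediate early genes had 6 higher, 9 lower and 6 not passing of 21 (7 and 11 adjusted over the list alone), with a median of -0.26 (adjusted p = 0.044, adjusted p = 0.63 with an estimated correlation, 0.052 with median-ratio rescaling). The phosphatase DUSP4 (-1.28), ATF3 (-1.18) and KLF4 (-1.18) fell.

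Ribosomal proteins, histones, YAP and matrix genes, and glycolysis also passed in NCI-H1048. Ribosomal protein genes had 6 higher, 0 lower and 29 not passing of 35 (0 and 0 adjusted over the list alone), with a median of 0.16 (adjusted p = 0.0054, adjusted p = 0.84 with an estimated correlation), for example RPL30 (0.31) and RPS12 (0.31), whose own calls ended without the filter, without the variance trend and without DMSO replicate 1 (0.20 and 0.19). Histones had 6 higher, 0 lower and 17 not passing of 23 (6 and 0 adjusted over the list alone), with a median of 0.30 (adjusted p = 0.017, adjusted p = 0.82 with an estimated correlation), for example H2AC6 (0.88). YAP and matrix genes had 2 higher, 12 lower and 4 not passing of 18 (3 and 12 adjusted over the list alone), with a median of -0.42 (adjusted p = 0.033, adjusted p = 0.62 with an estimated correlation), with vimentin VIM (-0.79) and COL4A2 (-0.62) lower. Glycolysis and hypoxia genes had 2 higher, 9 lower and 13 not passing of 24 (4 and 9 adjusted over the list alone), with a median of -0.12 (adjusted p = 0.033, adjusted p = 0.76 with an estimated correlation), with VEGFA (-1.56) and HK2 (-1.66) lower. Each of these calls ended without at least 1 library: ribosomal proteins without DMSO replicate 1 (adjusted p = 0.20) or treated replicate 1 (0.13), histones without DMSO replicate 1 (0.10) or treated replicate 2 (0.36), YAP genes without any 1 of the 4 (0.069 to 0.18) and glycolysis without treated replicate 2 (0.073). With fry the calls of ribosomal proteins (0.26) and histones (0.23) ended, and with fgsea those of AP-1 (0.15), YAP (0.12) and glycolysis genes (0.12).

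Lists that did not pass in NCI-H1048 had these higher and lower members: mSWI/SNF subunits 6 and 3 of 27 (6 and 4 adjusted over the list alone; median 0.05, adjusted p = 0.53), with BICRAL higher (1.18), plasma cell genes 2 and 3 of 18 (-0.09, adjusted p = 0.65) and interferon genes 4 and 8 of 24 (-0.00, adjusted p = 0.25), with IFITM1 (-2.37) and BST2 (-2.09) lower. The unfolded protein response had 3 and 5 of 24 (-0.05, adjusted p = 0.67), p53 targets 5 and 6 of 25 (-0.04, adjusted p = 0.84), with FDXR (1.49) higher and the cell cycle inhibitor CDKN1A (-1.37) lower, apoptosis regulators 3 and 7 of 23 (3 and 8 adjusted over the list alone; -0.06, adjusted p = 0.27) and NF-kB targets 3 and 2 of 9 (4 and 2 adjusted over the list alone; 0.14, adjusted p = 0.67). In 4 further lists median and mean differed in sign. These were IRF4-linked genes with 0 and 3 of 9 (median 0.02, mean -0.34, test down, adjusted p = 0.25, 0.041 without treated replicate 2), neuroendocrine markers with 2 and 2 of 8 (2 and 3 adjusted over the list alone; median -0.11, mean 0.30, test up, adjusted p = 0.95), mitochondrial transcripts with 0 and 1 of 13 (median 0.04, mean -0.02, test up, adjusted p = 0.95), and neuronal and germline genes with 1 and 2 of 9 (2 and 2 adjusted over the list alone; median 0.08, mean -0.03, test down, adjusted p = 0.97). With fry the interferon (0.0076), IRF4-linked (0.016) and p53 lists (0.029) passed as lower, and with fgsea the interferon list (0.044). The synaptic vesicle protein SYP rose (2.90) and the neuroendocrine factor INSM1 fell (-1.13). Of MHC class II, with fewer than 5 tested genes, CD74 fell (-1.95).

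With a mean of at least 10, the lowest genes in NCI-H1048 besides POU2F3 were the phospholipase PLA2G4D (-4.11), the keratin KRT15 (-4.05), the zinc finger gene ST18 (-4.02) and the cadherin CDH22 (-3.97). The highest were the differentiation inhibitors ID2 (199.9 to 1366, 2.77) and ID1 (1.85), PRRG3 (2.44), CCDC80 (2.35) and BTBD9 (2.20). PRRG3 (11.7 and 49.3) and BTBD9 (70.1 and 343) were unequal between the treated replicates, and without treated replicate 2 their changes were 1.42 and 1.06. Both calls ended without the filter (adjusted p = 0.094 and 0.12). Of 13691 genes tested, 2320 were higher and 2488 lower (35.1%), and 116 and 498 changed at least 2-fold (81.1% lower). These counts fell when either DMSO library was left out and rose when either treated library was left out. Without a DMSO library, the spread was taken from the treated pair alone. That pair varied more (SD of log2 replicate differences 0.26, against 0.18 in DMSO). The fall therefore does not show that the counts rested on the DMSO libraries. The same limit holds for other calls in NCI-H1048 that ended without a DMSO replicate. Without the filter, 1109 genes were higher. With quantile normalization, 2682 were higher and 2302 lower.

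In NCI-H929, the lineage factor IRF4, the coactivator POU2AF1 and MYC fell. IRF4 (chromosome 6, 391739 to 411443) went from 1835 ± 0.616 to 276.1 ± 2.31 (-2.73 ± 0.03, adjusted p = 6.5e-16, 6.63-fold lower). MYC went from 308.2 ± 11.9 to 38.8 ± 0.843 (-2.97 ± 0.05, adjusted p = 8.6e-15, 7.85-fold lower), and POU2AF1 from 599.2 ± 20.2 to 143.3 ± 3.24 (-2.06 ± 0.04, adjusted p = 3.2e-14, 4.17-fold lower). The surface proteins SLAMF7 (393.8 to 13.4, -4.83, 28.4-fold lower), SDC1 (-2.27), CD38 (-2.0) and TNFRSF17 (-1.63), several of them drug targets in myeloma, fell, while the secretory factor XBP1 rose from 2752 to 4314 (0.65, adjusted p = 5.6e-10). POU2F2 (-0.41, adjusted p = 3.2e-04), POU2F1 (-0.31, adjusted p = 6.6e-05), the plasma cell regulator PRDM1 (-0.32, adjusted p = 1.0e-06) and SMARCA4 (-0.14, adjusted p = 0.012) fell less. Of these, POU2F1 lost its call with total-count scaling (-0.09) and quantile normalization (-0.11), PRDM1 turned with quantile normalization (0.08) and SMARCA4 turned with both (0.08 and 0.14). SMARCA4 also lost its call without the filter, without the variance trend, in one fit of all 16 libraries and without DMSO replicate 2 (-0.08). SMARCA2 (0.02, adjusted p = 0.67) and PBRM1 (-0.01, adjusted p = 0.84) did not pass, though PBRM1 was higher with total-count scaling (0.21) and quantile normalization (0.22), and SMARCA2 likewise (0.24 and 0.26).

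Plasma cell genes in NCI-H929 had 5 higher, 21 lower and 1 not passing of 27 (6 and 21 adjusted over the list alone), with a median of -1.24 (adjusted p = 1.6e-05, adjusted p = 0.62 with an estimated correlation), including the kinase PIM2 (-1.88). IRF4-linked genes had 1 higher and 9 lower of 10 (the same adjusted over the list alone), with a median of -0.88 (adjusted p = 7.9e-04, adjusted p = 0.62 with an estimated correlation), including the elongation factor ELL2 (-2.01). All 30 MYC-responsive genes fell (0 and 30 adjusted over the list alone), with a median of -1.74 (adjusted p = 5.0e-14, adjusted p = 0.62 with an estimated correlation), for example NOLC1 (-2.47), TFRC (-2.11) and nucleolin NCL (-1.91). All 32 S and G2/M genes fell (0 and 32 adjusted over the list alone), with a median of -1.89 (adjusted p = 7.6e-15, adjusted p = 0.62 with an estimated correlation), for example RRM2 (-3.81), MCM4 (-3.31) and CDC6 (-4.36). The unfolded protein response had 2 higher, 19 lower and 3 not passing of 24 (the same adjusted over the list alone), with a median of -1.18 (adjusted p = 3.9e-06, adjusted p = 0.62 with an estimated correlation). HERPUD1 (-2.29) and the chaperones PDIA4 (-1.77) and CALR (-1.62) fell. Glycolysis and hypoxia genes had 3 higher, 19 lower and 1 not passing of 23 (the same adjusted over the list alone), with a median of -0.89 (adjusted p = 3.2e-05, adjusted p = 0.63 with an estimated correlation), for example PDK1 (-2.42), LDHA (-1.97) and HK2 (-3.01).

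Ribosomal protein genes in NCI-H929 had 1 higher, 33 lower and 1 not passing of 35 (the same adjusted over the list alone), with a median of -0.36 (adjusted p = 9.3e-07, adjusted p = 0.64 with an estimated correlation), with RPL35 (-0.78) and RPL8 (-0.69) lower and RPS19 higher (0.63). The size of these falls depends on the deposited scaling, whose mean totals were 1.18 M in DMSO and 1.01 M after AU-15330. As a share of the library, ribosomal protein transcripts went from 4.02% to 3.86%. Histones had 10 higher, 4 lower and 6 not passing of 20 (the same adjusted over the list alone), with a median of 0.76 (adjusted p = 0.044, adjusted p = 0.63 with an estimated correlation, 0.17 with total-count scaling), for example H4C8 (3.32), H2BC7 (3.48) and H2AC6 (2.44). Of the lists that did not pass, tuft cell genes had 4 higher and 4 lower of 9 (median 0.27, mean -0.33, test up, adjusted p = 0.93), mSWI/SNF subunits 15 and 5 of 27 (0.17, adjusted p = 0.18), with BICRAL (1.61) higher and ACTL6A (-1.15) lower, and neuroendocrine markers 3 and 3 of 8 (median -0.11, mean 0.17, test down, adjusted p = 0.84). Interferon genes had 12 and 4 of 23 (0.27, adjusted p = 0.21), with IFI6 (2.00) and the helicase DDX60 (3.46) higher and OAS1 (-1.77) lower, cholesterol genes 6 and 14 of 23 (-0.28, adjusted p = 0.22), and p53 targets 11 and 10 of 24 (median -0.03, mean 0.25, test up, adjusted p = 0.67). Apoptosis regulators had 11 and 9 of 24 (0.11, adjusted p = 0.42), NF-kB targets 6 and 2 of 12 (0.45, adjusted p = 0.25), mitochondrial transcripts 6 and 3 of 13 (0.01, adjusted p = 0.63), AP-1 genes 11 and 4 of 22 (0.22, adjusted p = 0.16), YAP genes 6 and 3 of 10 (7 and 3 adjusted over the list alone; 0.78, adjusted p = 0.25), and neuronal and germline genes 4 and 7 of 13 (-0.49, adjusted p = 0.25). With total-count scaling, mSWI/SNF subunits (adjusted p = 0.044) and mitochondrial transcripts (0.021) passed as higher. With fry every one of these lists but the mitochondrial passed, 7 as higher and 4 (tuft cell, neuroendocrine, cholesterol and neuronal and germline genes) as lower (adjusted p = 0.0016 to 0.046).

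With a mean of at least 10, the lowest genes in NCI-H929 besides SLAMF7 were CD48, another member of the SLAM receptor family (580.9 to 8.35, -6.04, 65.6-fold lower), FCRLA (-5.51), the semaphorin receptor PLXND1 (-5.19) and the endotoxin receptor TLR4 (-4.62). The highest were the microtubule protein MAP1A (0.236 to 60.1, 6.37), ANKRD6 (4.98), TSPOAP1 (4.56), the synaptotagmin SYT11 (4.34) and the stress-induced SESN3 (4.09). Of 13115 genes tested, 5035 were higher and 4931 lower (76.0%), and 1964 and 1678 changed at least 2-fold (46.1% lower). All changes are relative to the deposited scaling. Total-count scaling moved the median of all genes from 0.04 to 0.25 and gave 6397 higher and 3798 lower (37.3% lower against 49.5%), or 2596 and 1205 at 2-fold.

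In MM1.S, MYC and POU2AF1 fell strongly while IRF4 changed little. MYC went from 529.7 ± 3.46 to 15.12 ± 0.354 (-5.09 ± 0.06, adjusted p = 4.0e-12, 34.0-fold lower), and POU2AF1 from 447.0 ± 6.80 to 92.16 ± 1.24 (-2.27 ± 0.05, adjusted p = 1.6e-10, 4.83-fold lower). IRF4 went from 1504 ± 67.1 to 1229 ± 12.5 (-0.29 ± 0.05, adjusted p = 5.4e-04), a call that ended with total-count scaling (-0.05) and quantile normalization (-0.04). The lymphoid factor POU2F2 (-1.29, adjusted p = 5.9e-07) and POU2F1 (-0.44, adjusted p = 5.6e-05) fell, as did SLAMF7 (722.3 to 163.4, -2.14, 4.41-fold lower), CD38 (-1.52) and SDC1 (-1.28), and XBP1 rose from 1037 to 2713 (1.39, adjusted p = 2.4e-09). Small falls of PRDM1 (-0.18, adjusted p = 0.011), TNFRSF17 (-0.20, adjusted p = 0.0047) and SMARCA2 (-0.35, adjusted p = 4.4e-04) depended on the scaling. With total-count scaling PRDM1 (0.06) and TNFRSF17 (0.03) turned and SMARCA2 (-0.11) did not pass, and with quantile normalization PRDM1 turned (0.13) and TNFRSF17 (-0.01) and SMARCA2 (-0.12) did not pass. PRDM1 and TNFRSF17 also lost their calls in one fit of all 16 libraries, and PRDM1 without the variance trend and without DMSO replicate 2. SMARCA4 (0.12, adjusted p = 0.35) and PBRM1 (0.01, adjusted p = 0.92) did not pass, but did as higher with total-count scaling (0.35 and 0.24), and so did SMARCA4 without treated replicate 1 (0.33, adjusted p = 3.4e-05) and PBRM1 with quantile normalization (0.20). POU2AF2, POU2AF3 and ASCL2 were listed at 0 in both myeloma lines, and POU2F3 was below the filter.

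**Figure D4:**
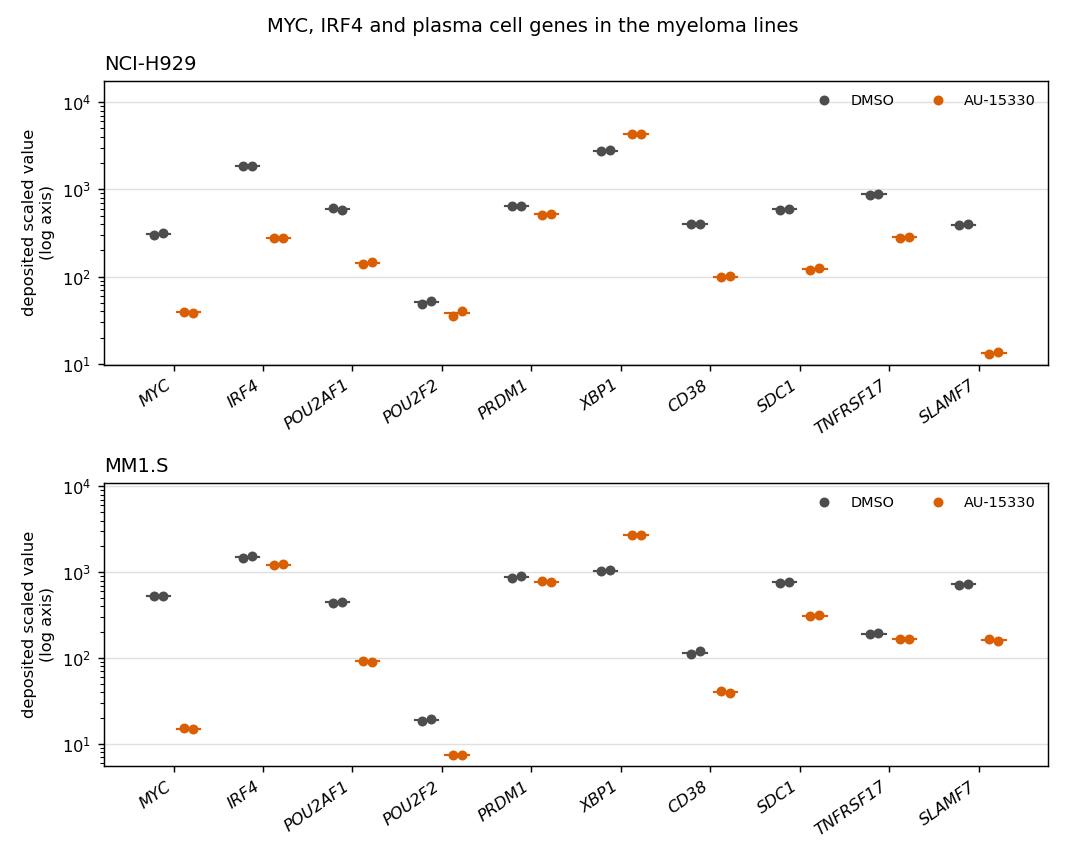
Levels of the study's genes in the myeloma lines after DMSO and AU-15330 (points, libraries; bars, means of n = 2; deposited scaled values on a log axis). IRF4 went from 1835 to 276.1 in NCI-H929 and from 1504 to 1229 in MM1.S, and MYC from 308.2 to 38.8 and from 529.7 to 15.12.

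Plasma cell genes in MM1.S had 5 higher, 21 lower and 2 not passing of 28, with a median of -0.96 (adjusted p = 6.4e-04, adjusted p = 0.63 with an estimated correlation), for example the secretory cofactor MZB1 (-3.03), KCNN3 (-2.39) and the immunoglobulin joining chain JCHAIN (-2.24). All 30 MYC-responsive genes fell, with a median of -2.08 (adjusted p = 3.8e-12, adjusted p = 0.62 with an estimated correlation), for example the polyamine enzymes ODC1 (-2.60) and SRM (-3.12). S and G2/M genes had 1 higher, 26 lower and 5 not passing of 32, with a median of -1.16 (adjusted p = 8.0e-07, adjusted p = 0.63 with an estimated correlation), for example MCM4 (-2.12) and CDC6 (-2.86). Cholesterol genes had 3 higher, 19 lower and 1 not passing of 23, with a median of -0.74 (adjusted p = 0.0040, adjusted p = 0.63 with an estimated correlation), for example the sterol isomerase EBP (-1.65). The unfolded protein response had 4 higher, 19 lower and 1 not passing of 24, with a median of -1.09 (adjusted p = 0.0016, adjusted p = 0.63 with an estimated correlation), for example MANF (-1.95) and HSPA5 (-1.43). Glycolysis and hypoxia genes had 2 higher, 19 lower and 3 not passing of 24, with a median of -1.21 (adjusted p = 1.9e-04, adjusted p = 0.62 with an estimated correlation), for example ENO1 (-2.36), LDHA (-2.26) and HK2 (-3.38). Ribosomal protein genes had 0 higher, 34 lower and 1 not passing of 35, with a median of -0.67 (adjusted p = 2.6e-09, adjusted p = 0.63 with an estimated correlation), for example RPL35 (-1.06). Histones had 2 higher and 27 lower of 29, with a median of -0.92 (adjusted p = 2.8e-07, adjusted p = 0.63 with an estimated correlation), for example the linker histones H1-3 (-1.80) and H1-5 (-1.23). Mitochondrial transcripts had 0 higher, 10 lower and 3 not passing of 13, with a median of -0.37 (adjusted p = 0.047, adjusted p = 0.84 with an estimated correlation), and passed neither with total-count scaling (0.20) nor without treated replicate 1 (0.62) or 2 (0.13), nor with fry (0.099) or fgsea (0.23).

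Of the lists that did not pass in MM1.S, IRF4-linked genes had 2 higher and 8 lower of 10 (median -0.41, adjusted p = 0.085) and passed without treated replicate 1 (0.0049) or 2 (0.0088) or DMSO replicate 1 (0.0498) and with fry (0.0035), but not with fgsea (0.23). MHC class II genes had 0 higher, 6 lower and 2 not passing of 8 (-1.19, adjusted p = 0.065), and passed with total-count scaling (0.027), fry (0.0038) and fgsea (0.0076) and without treated replicate 1 (0.023) or 2 (0.034) or DMSO replicate 2 (0.045). The transactivator CIITA (-2.61), HLA-DRA (-2.31) and CD74 (-1.02) fell. Tuft cell genes had 4 and 4 of 11 (median 0.08, mean -0.30, test up, adjusted p = 0.74), mSWI/SNF subunits 7 and 10 of 26 (median 0.07, mean -0.04, test up, adjusted p = 0.84), neuroendocrine markers 2 and 2 of 5 (-0.28, adjusted p = 0.93) and interferon genes 8 and 11 of 25 (-0.25, adjusted p = 0.90). The p53 targets had 12 and 9 of 24 (12 and 10 adjusted over the list alone; 0.19, adjusted p = 0.46), apoptosis regulators 9 and 10 of 21 (median -0.01, mean 0.12, test up, adjusted p = 0.67), AP-1 genes 12 and 5 of 19 (0.73, adjusted p = 0.14) and YAP genes 9 and 3 of 15 (0.31, adjusted p = 0.17). NF-kB targets had 7 and 3 of 13 (median 0.46, mean -0.11, test up, adjusted p = 0.13), with the inhibitor of apoptosis BIRC3 (2.26) higher and the chemokines CCL3 (-5.12) and CXCL10 (-4.33) lower. With fry the tuft cell (0.030), neuroendocrine (0.018) and interferon lists (0.024) passed as lower. Apart from the p53 targets, counts adjusted over the list alone were the same for every list in MM1.S. Neuronal and germline genes had fewer than 5 tested members, of which STMN1 fell (-0.56).

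With a mean of at least 10, the lowest genes in MM1.S were the immunoglobulin M receptor FCMR (252.9 to 0.988, -7.42, 172-fold lower), the crystallin CRYBB1 (-7.14), the chemokine receptor CX3CR1 (-5.79), AL357143.1 (-5.16) and the signalling adaptor SASH3 (-5.14). The highest were the neuronal gene NSG2 (4.83), the receptor CALCRL (4.25), cortactin CTTN (4.15), CECR2 (4.07) and PCDH9 (3.80). Of 13838 genes tested, 4685 were higher and 5568 lower (74.1%), and 1330 and 1984 changed at least 2-fold (59.9% lower). Total-count scaling moved the median of all genes from -0.03 to 0.19 and gave 6362 higher and 4248 lower (40.0% lower against 54.3%), or 1967 and 1434 at 2-fold.

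**Figure D5:**
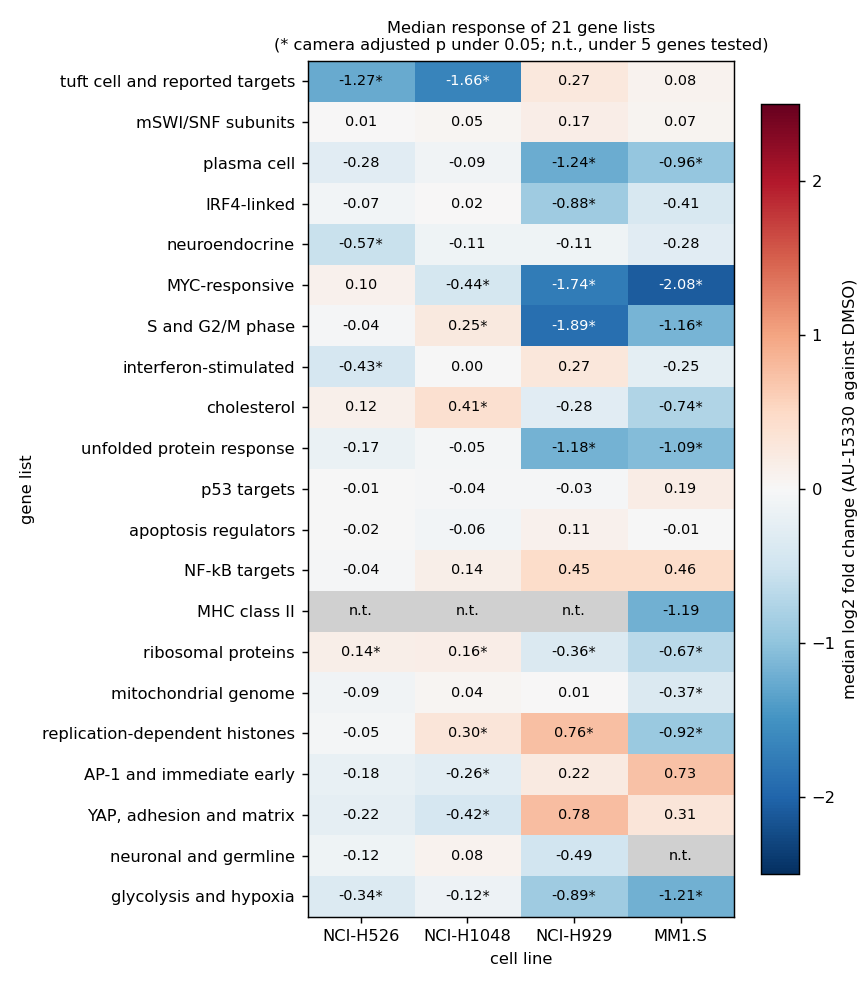
Median log2 fold change of each gene list in each line (colour and number; stars, camera adjusted p under 0.05 at a preset correlation of 0.01). With a correlation estimated in each line no list passed, and with one estimated over all 16 libraries only the tuft cell list did (adjusted p = 0.0023 in NCI-H526 and in NCI-H1048).

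The SCLC-P lines differed in how far POU2F3 and its coactivators fell. Subtracting the effect in NCI-H1048 from that in NCI-H526 gave 1.64 for POU2F3 (adjusted p = 1.0e-06), 2.32 for POU2AF3 (adjusted p = 2.4e-07), -0.78 for POU2AF2 (adjusted p = 0.0033) and 1.74 for GFI1B (adjusted p = 5.0e-07). Among genes with a mean of at least 10 over the lines compared, the largest differences were those of KCNN3 (-3.58 in NCI-H526 and -0.27, not passing, in NCI-H1048), SYP (-0.33 and 2.90), MYO15B (-3.04 and -0.09, not passing), THBS1 (4.25 and -0.68), the catenin CTNNA2 (1.14 and -2.57) and KCTD12 (1.25 and -1.87). The fall of THBS1 in NCI-H1048 lost its call without either DMSO replicate (adjusted p = 0.070 and 0.18), with quantile normalization and without the filter, and that of SYP in NCI-H526 in one fit of all 16 libraries. KCNN3 in NCI-H1048 passed as lower in that fit and without treated replicate 2 (-0.39). Of 12544 genes tested, the difference was higher in 1680 and lower in 1943. These counts moved to 1093 and 1192 at the lowest when 1 library was left out, in both cases a DMSO replicate of NCI-H526.

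Between the myeloma lines, IRF4 fell by more in NCI-H929 (difference -2.44 ± 0.06, adjusted p = 6.7e-10) and MYC by more in MM1.S (2.11 ± 0.07, adjusted p = 5.3e-09). The genes with the largest differences, under the same limit, were NSG2 (-0.42, not passing, in NCI-H929 and 4.83 in MM1.S), CD48 (-6.04 and -1.01), CALCRL (0.06, not passing, and 4.25), TSPOAP1 (4.56 and -0.43), RGS6 (1.70 and -3.01) and the purinergic receptor P2RX1 (0.61 and -3.89). The fall of TSPOAP1 in MM1.S lost its call with quantile normalization (-0.29), total-count scaling (-0.20), one fit of all 16 libraries and without DMSO replicate 1 (-0.30), and NSG2 in NCI-H929 passed as lower with quantile normalization (-0.84), without the variance trend and in one fit. Of 12138 genes tested, 3416 had a higher and 2443 a lower difference. Library preparation differed between these lines. Each effect was taken within one preparation, but the kit cannot be told apart from biology in these differences.

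Between the diseases, under the same limit, CECR2 (-0.49 and -0.62 in NCI-H526 and NCI-H1048, 3.71 and 4.07 in NCI-H929 and MM1.S), ANKRD6 (-0.64 and -0.39, 4.98 and 2.72) and cortactin CTTN (-0.21 and 0.09, the latter not passing, 3.64 and 4.15) had the lowest differences of SCLC-P minus myeloma. The tubulin TUBB2B (0.40 and 1.01, -4.95 and -3.83), PLXND1 (-0.80 and -0.40, -5.19 and -3.73) and the nucleolar CCDC86 (0.38 and -0.70, -3.24 and -4.56) had the highest. Of these, CECR2 in NCI-H526 lost its call without DMSO replicate 1, TUBB2B there in one fit of all 16 libraries, and in NCI-H1048 ANKRD6 without either DMSO replicate and PLXND1 without DMSO replicate 1. Of 11059 genes tested in all 4 lines, 4585 had a higher and 3829 a lower difference. These are contrasts of the 4 lines used here. Their p-values rest on the spread between libraries within a line, not on the spread between lines of one disease. The library kit of MM1.S also differed from that of the other lines.

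Some genes changed alike in all 4 lines. The lipoprotein receptor LRP8 (-0.70, -1.06, -2.19 and -3.65 in NCI-H526, NCI-H1048, NCI-H929 and MM1.S), the phosphatase CDC25A (-0.53, -0.37, -3.91 and -2.48) and the mitochondrial PPIF (-0.72, -0.48, -3.18 and -2.89) fell most on average among genes with a mean of at least 10 in every line. PCDH9 (2.76, 1.47, 2.27 and 3.80), the polycomb gene PHC1 (0.24, 0.44, 3.67 and 2.56) and the presynaptic PCLO (0.34, 0.39, 3.01 and 3.28) rose most under the same limit. In NCI-H1048, PCDH9 was 21.2 and 70.1 in the treated replicates, and its change was 0.62 without treated replicate 2. Also in NCI-H1048, PCLO lost its call without treated replicate 2 (0.17, adjusted p = 0.16), without DMSO replicate 2, without the variance trend and without the filter. PCDH9 did not pass there without the filter. In the same line CDC25A lost its call without either DMSO replicate and PHC1 without DMSO replicate 2. Of 11059 genes, 454 were higher and 365 lower in every line, and 4 and 8 at 2-fold. If calls were independent 81.6 and 71.6 would be, but most of that excess was sharing within each disease, and with it kept 300.8 and 288.8 would be (odds ratios 1.99 and 1.5, Fisher adjusted p = 3.9e-25 and 2.4e-08, added later). With total-count scaling 623 and 269 were, against 470.0 and 191.4 with that sharing kept.

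NCI-H526 and NCI-H1048 shared 1236 higher and 1285 lower genes, against 651.9 and 615.7 by chance (odds ratios 4.08 and 5.24, Fisher adjusted p = 6.2e-183 and 7.8e-246), with a Spearman correlation of 0.43 across genes. NCI-H929 and MM1.S shared 3140 and 3807, against 1587 and 2012 (odds ratios 13.3 and 18.5), with a correlation of 0.74. Pairs of one SCLC-P and one myeloma line shared 1.06 to 1.31 times the genes expected by chance, with correlations of 0.09 to 0.18 across genes, the weakest overlap being that of lower genes in NCI-H526 and NCI-H929 (Fisher adjusted p = 0.0038). Their odds ratios were 1.13 to 1.73 among all calls and 2.04 to 5.99 among genes changed at least 2-fold (1.77 to 4.04 times the number expected). Of the genes at least 2-fold lower in NCI-H526 and NCI-H1048, 79 and 56 were also lower in NCI-H929, but 63 and 52 were higher there. In MM1.S 123 and 91 of them were lower, and 36 and 31 higher. Genes higher in an SCLC-P line had 4 to 7 opposite calls at 2-fold. At 2-fold the odds ratios, higher and lower, were 23.8 and 18.1 for the SCLC-P pair and 21.1 and 22.0 for the myeloma pair.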

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

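The list tests on the differences between lines, the split of the lines into other pairs, and the tests of scaling, of near-identical copies, of S phase, of uneven depth and of a weaker treatment were chosen only after the results were seen, and the tests of the library kit, of ribosomal RNA and of runs of A or T were written down before they were run.

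The responses of the lines differed in 3623 genes between NCI-H526 and NCI-H1048, in 5859 between NCI-H929 and MM1.S, and in 8414 between the SCLC-P and the myeloma lines. Of the 3 ways to pair the 4 lines, 1 (the split by disease) gave 8414 genes and the highest other 4728, and 3 splits are too few for a share under 0.05.

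Between the SCLC-P lines (NCI-H526 minus NCI-H1048), the differences in log2 fold change were -3.31 for KCNN3, -3.23 for SYP, -2.95 for MYO15B, 4.93 for THBS1, 3.70 for CTNNA2 and 3.12 for KCTD12. They were 1.64 for POU2F3, -0.68 for POU2AF1, -0.78 for POU2AF2, 2.32 for POU2AF3, 1.76 for AVIL, -1.35 for ASCL2, 1.74 for GFI1B, -0.65 for DCLK1 and 1.25 for SOX9. That of POU2AF1 passed narrowly (adjusted p = 0.044) and was lost with median-ratio rescaling, with total-count scaling and without most single libraries. By list, the median differences were 0.42 for MYC-responsive genes (adjusted p = 1.5e-09), -0.31 for S and G2/M genes (8.0e-05), -0.32 for interferon-stimulated genes (0.0083) and -0.35 for cholesterol genes (0.0083).

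Between the myeloma lines (NCI-H929 minus MM1.S), the differences were -5.25 for NSG2, -5.03 for CD48, -4.19 for CALCRL, 4.99 for TSPOAP1, 4.71 for RGS6 and 4.5 for P2RX1. They were 0.37 for SMARCA2, 0.89 for POU2F2, 0.21 for POU2AF1, -2.44 for IRF4, 2.11 for MYC, -0.74 for XBP1, -0.48 for CD38, -0.99 for SDC1, -1.43 for TNFRSF17 and -2.69 for SLAMF7. The difference of POU2AF1 was lost with median-ratio rescaling (0.14), without DMSO replicate 2 of NCI-H929 (adjusted p = 0.065) and without its treated replicate 2 (0.064). By list, the median differences were 0.31 for MYC-responsive genes (adjusted p = 0.034), -1.06 for S and G2/M genes (3.2e-16), 0.30 for cholesterol genes (0.0035), -0.28 for the unfolded protein response (0.0018), 0.36 for ribosomal proteins (1.2e-08), 0.42 for mitochondrial transcripts (0.010), 1.79 for histones (2.3e-06) and 0.47 for glycolysis (0.025).

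Between the diseases (SCLC-P minus myeloma), the differences were -4.44 for CECR2, -4.37 for ANKRD6, -3.95 for CTTN, 5.09 for TUBB2B, 3.86 for PLXND1 and 3.74 for CCDC86. They were 0.23 for SMARCA2, -0.24 for PBRM1, 0.23 for POU2F1, 1.89 for POU2AF1, -3.02 for AVIL, -1.50 for XBP1 and 1.02 for SDC1. With total-count scaling those of SMARCA2 (0.02) and POU2F1 (0.02) were lost, and that of POU2F1 also with median-ratio rescaling (0.14, adjusted p = 0.077). SMARCA4 did not pass, but did with total-count scaling (-0.33, adjusted p = 0.0064) and without treated replicate 1 of MM1.S (-0.23, adjusted p = 0.0060). By list, the median differences were -1.68 for the 5 tuft cell genes tested in every line (adjusted p = 9.3e-04), 0.68 for IRF4-linked genes (0.047), 1.73 for MYC-responsive genes (2.7e-12), 1.60 for S and G2/M genes (1.7e-13), -0.26 for interferon-stimulated genes (0.033), 0.87 for cholesterol genes (9.3e-04), 0.99 for the unfolded protein response (2.3e-04), 0.65 for ribosomal proteins (1.2e-07), -0.95 for AP-1 genes (0.0070) and 0.87 for glycolysis (0.0031). These list tests used the preset correlation of 0.01 only. The limit on the tuft cell list given for NCI-H526 also holds for its difference between the diseases. All differences between the diseases are contrasts of these particular lines. Their p-values do not include the spread between lines of one disease.

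Replication-dependent histone transcripts were higher as a list in NCI-H929 (10 genes higher, 4 lower and 6 not passing of 20) and lower in MM1.S after AU-15330, but both calls were lost with an estimated correlation (adjusted p = 0.63 in each), and that in NCI-H929 also with total-count scaling (0.17; median 0.76 before and 0.95 after, while that of all genes went from 0.04 to 0.25). Scaling was tested on the share of these transcripts in the library, which one factor per library leaves unchanged. The log2 change of that share differed between the lines by 2.70 ± 0.05. Over pairs of 4 scalings, tested first, the median difference was 1.42 to 1.99 with a wide spread. The bootstrap SD was 0.54 for the pair with the lowest median. The summed share of the listed histone transcripts in NCI-H929 rose 4.47 times. A shift of reads between near-identical copies on the list would leave that share level. Shifts of reads from copies outside the list were not tested. S and G2/M genes fell in NCI-H929 (median -1.89), against more cells in S phase. Histone genes that always carry a poly(A) tail had a median difference of 0.13 between the lines, with members from -1.71 (CENPA) to 0.69 (MACROH2A1). That median does not decide the question. The library kit cannot be told apart from biology because MM1.S alone was depleted of ribosomal RNA and the others were selected for poly(A). More polyadenylated copies of these histone transcripts in NCI-H929 may be one candidate, and the data hold no test of it.

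PCDH9, PRRG3 and BTBD9 were unequal between the treated replicates of the SCLC-P lines, a group singled out after their values were seen, and replicate 2 was also the higher in the DMSO arm of NCI-H1048 (PRRG3 2.56 and 6.23, BTBD9 25.9 and 42.8, PCDH9 12.3 and 15.2), though not for PRRG3 and PCDH9 in that of NCI-H526 (6.57 and 5.58, 6.52 and 5.27; BTBD9 65.6 and 66.9). Reads shared with ribosomal RNA were tested, and 0 of the 3 genes held a stretch of 31 bases in common with it. Uneven depth or scaling was tested, and with quantile normalization the smallest of their gaps was still 0.99 log2 units (in NCI-H526), where the gaps of all tested genes had an SD of 0.18 (0.25 in NCI-H1048). All 3 genes hold a run of A or T of 31 bases, and among other genes with such a run the share with a gap of 0.5 or more was 8.14 times that of genes without one in NCI-H526 (5.19% of 135 against 0.637% of 13497, Fisher adjusted p = 1.5e-04), 3.26 times in NCI-H1048 (5.26% of 133 against 1.61% of 13507, 0.013), 0.437 times in NCI-H929 (0.73) and 0.273 times in MM1.S (0.37). The bound of 5 times had been set for NCI-H1048 alone, so runs of A or T cannot be told apart from a real difference between the cultures, and the rises of these genes in the SCLC-P lines may be partly technical.

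IRF4 fell in NCI-H929 and changed little in MM1.S. Scaling was tested with each line scaled in 4 ways, and over all pairs of these the difference nearest 0 was -2.10 ± 0.06. A weaker treatment or swapped labels in MM1.S was tested, and MYC fell by more in MM1.S (difference 2.11), the opposite of what either would give. A lower dependence of IRF4 transcription on the degraded complex in MM1.S could be one reading, which these data do not test.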

How the results depend on the processing

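Total-count scaling, limma-voom and the correlation estimated over all 16 libraries were chosen after the data had been seen. Pseudocounts of 0.1 and 1 and limma-voom left all 469 named gene results on the same side of the threshold. Quantile normalization kept 446, total-count scaling 454, median-ratio rescaling 468, the fit without trend 453, one fit of all libraries 448 and no filter 442. Quantile normalization called 98 genes in NCI-H929 in the opposite direction. Direction turned with quantile normalization for SMARCA4 (0.14), PBRM1 (0.22) and PRDM1 (0.084) in NCI-H929, PRDM1 (0.13), MT-ATP8 (0.030) and MT-CO3 (0.13) in MM1.S and MT-ATP6 in NCI-H526 (0.024), and with total-count scaling for SMARCA4 (0.084) and PBRM1 (0.21) in NCI-H929 and PRDM1 (0.057) and TNFRSF17 (0.033) in MM1.S. These genes changed by little, and the cause was not tested further. With fry the direction turned for NF-kB targets in NCI-H526 (adjusted p = 0.047) and for tuft cell genes in NCI-H929 (0.0016) and MM1.S (0.030), and the cause was not tested.

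A minimum change of 2-fold left, higher and lower, 225 and 724 genes in NCI-H526, 116 and 498 in NCI-H1048, 1964 and 1678 in NCI-H929, 1330 and 1984 in MM1.S and 4 and 8 in all 4 lines, by construction. Without the filter 1109 genes were higher in NCI-H1048 (the cause was not tested). Leaving out 1 library, with the lone sample assumed to vary like the other arm, gave 931 to 3219 higher and 1317 to 3284 lower genes in NCI-H1048, 1093 to 2593 higher and 1192 to 2840 lower for NCI-H526 minus NCI-H1048, and 0 to 2 lists higher in NCI-H526 and 2 to 4 in NCI-H1048, all with fewer libraries. The other counts of genes per line, of lists per line and of differences between lines stayed within 1.5 times when 1 library was left out. Counts of genes shared between lines were not tested in this way.

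With a correlation estimated in each line, 0 lists passed in any line, higher or lower. With one estimated over 16 libraries, 0 lists were higher in NCI-H526, NCI-H1048 and NCI-H929, and 1, 1, 0 and 0 lower in NCI-H526, NCI-H1048, NCI-H929 and MM1.S. With 2 libraries per arm such estimates are imprecise. The estimate within the line was -0.013 for tuft cell genes and -0.038 for interferon-stimulated genes in NCI-H526, below the preset 0.01. It was -0.038 for cholesterol genes in NCI-H1048. Adjusted p still rose to 0.50, 0.62 and 0.62. Other lists had higher estimates, such as ribosomal proteins in NCI-H526 (0.97). The setting therefore cannot tell whether correlation between genes undid the calls. With fry the lists higher and lower were 0 and 8 in NCI-H526, 2 and 8 in NCI-H1048 and 8 and 11 in NCI-H929. Pre-ranked fgsea gave 2 lower in NCI-H526 and 3 in NCI-H1048, and total-count scaling 2 higher in NCI-H526 and 2 in NCI-H929 (the cause was not tested).

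With the replicate block, 8040 of 8041 calls were kept in NCI-H526, 4805 of 4808 in NCI-H1048, 9913 of 9966 in NCI-H929 and 9931 of 10253 in MM1.S. The block added calls in NCI-H1048 (2931 higher and 2999 lower, against 2320 and 2488) and NCI-H526 (4291 and 4311, against 3964 and 4077). NCI-H929 changed little (5047 and 4947, against 5035 and 4931), and MM1.S had fewer calls (4546 and 5423, against 4685 and 5568). With the block the YAP list of NCI-H1048 had an adjusted p of 0.051, and PBRM1 in NCI-H1048 (adjusted p = 0.033) and POU2F1 in NCI-H526 (0.046) passed as lower, as did CIITA in NCI-H1048 (0.033), while BEX2 there passed as higher (0.018). In simulated data false calls with the block were at most 6.03%, in NCI-H526 with 13672 genes. Replicate differences in the treated and DMSO arms correlated across genes by 0.012, 0.22, -0.011 and -0.14, and the labels do not say that the numbers pair the libraries.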

Other observations

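No test in this part was chosen after the result was seen. The mSWI/SNF list did not pass in any line with camera and the deposited scaling, but single subunits did. BICRAL rose in all 4 lines (1.34 in NCI-H526, 1.18 in NCI-H1048, 1.61 in NCI-H929 and 1.45 in MM1.S). ACTL6A fell in the myeloma lines (-1.15 in NCI-H929 and -1.21 in MM1.S), DPF3 rose in NCI-H929 (0.90) and fell in MM1.S (-1.87), SMARCD3 rose in NCI-H929 (2.34), and ARID1B rose in MM1.S (1.10) and NCI-H526 (0.58).

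Among apoptosis regulators, the anti-apoptotic MCL1 rose in NCI-H929 (1.06) and MM1.S (2.02) and fell in NCI-H526 (-0.45), and the pro-apoptotic BCL2L11 rose in NCI-H929 (1.83) and MM1.S (1.70) and fell in NCI-H1048 (-0.55). BCL2 fell in NCI-H526 (-1.19) and NCI-H1048 (-0.94). The cell cycle inhibitor CDKN1A fell in all 4 lines (-0.70, -1.37, -1.98 and -2.63).

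As shares of each library (means of 2), immunoglobulin transcripts went from 0.861% to 0.169% in NCI-H929 and from 1.26% to 0.499% in MM1.S. Mitochondrial transcripts went from 7.54% to 9.50% in NCI-H929 and from 6.02% to 5.95% in MM1.S. Shares use the total of each library, so they differ from changes on the deposited scaling. There the mitochondrial list had a median of 0.01 in NCI-H929 and -0.37 in MM1.S. Histone transcripts went from 0.0213% to 0.0950% in NCI-H929 and from 0.608% to 0.419% in MM1.S.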
